A study of Mus musculus with 4 samples.

How the data were processed

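Chromatin accessibility was profiled by ATAC-seq in limb cells of wild-type mouse embryos, with 2 replicates at each of 2 stages. The sample titles name the stages E10.5 and E11.5, where E stands for embryonic day. The treatment protocol names the earlier stage E10, and the titles were followed here. Per the labels' protocols, fore- and hindlimbs were dissected, dissociated with trypsin, fixed with paraformaldehyde and lysed, and the chromatin was tagged with the Tn5 transposase, which inserts sequencing adaptors where DNA is accessible. Groups were taken from the sample titles.

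The files analysed were 2 peak lists, 1 per stage, each named for both replicates of its stage. Per the file headers, the lists are in narrowPeak format on the mouse genome build mm10. The aligner, the peak caller, its filters, any shift of read ends for Tn5, and the way the replicates were combined are not stated in the labels or headers. Each peak carries 3 values set by the authors. The deposited signal value behaves as a total over the peak, since it grows with peak width, and the smallest value in either list lies just above 200. The deposited score equals the signal value divided by the width in bp, times 1000, rounded and capped at 1000, in 100% of peaks. It carries nothing beyond signal and width, and it was not used further. The deposited −log10 p-value is the peak's own. The q-value column holds -1 in 100% of peaks of both deposited lists, so no q-value was used. Signal and −log10 p were used to describe, rank and filter peaks within a list, and signal values of the 2 lists are printed side by side without being tested against each other.

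Because each list joins both replicates, no spread between replicates, no depth per sample and no test between stages could be computed. The depth of the samples is unknown, and it can set how many peaks a caller reports. Shares of regions are given with 95% Wilson intervals, which cover counting error only and treat neighbouring regions as independent. For a count of 0, the limit given is 3 counts of the total. Intervals between peaks of a list were at least 101 bp, so merging overlapping or touching peaks left the lists as they were, and each peak is called a region. Regions on chromosomes 1 to 19, X and Y entered the comparisons.

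Gene starts and ends came from a RefSeq gene table of assembly GRCm38.p6, which has the mm10 coordinates. That table gives no strand, so strand was taken by gene symbol or synonym on the same chromosome from the GENCODE M1 annotation, whose NCBIM37 coordinates were not used. The last region ended beyond the NCBIM37 chromosome end on 11 chromosomes. Of 21887 protein-coding genes, 20583 (94.0%) received a strand, as did 7401 of 28056 other genes. The transcription start site of a gene is its outer end by strand. Alternative start sites, exons, introns and untranslated regions in mm10 were not used here, so a region is placed in a gene or between genes only. An mm10 sequence was not used here, and a planned count of transcription factor motifs was not run. All coordinates are mm10 and 1-based.

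Regions of the lists were called shared when they overlapped by at least 1 bp. The number shared was set against 1000 circular shifts of the E11.5 list within each chromosome, in a one-sided permutation test. It compares the lists, and not the stages, because regions and not samples are moved. In a matched-number comparison, the E10.5 list was reduced to the number of E11.5 regions by signal value. An E11.5 region without overlap there can still overlap an E10.5 region that was left out. At matched number 9235 E11.5 regions lacked an overlap, against 3075 in the full lists. Promoter regions lie within 1 kb of a protein-coding transcription start site, and their share was set against 100 circular shifts. The En1 window spans 500 kb on either side of the En1 start site. Its E11.5 share of all regions was ranked among 10000 random windows of the same length with at least as many regions. A list of 30 genes with roles in limb development and a list of 20 genes typical of other organs were written down before the data were examined, as were the tests above and the rule for naming genes and regions. That rule names En1 and any limb gene with a promoter region at 1 stage only. In the En1 window it names the regions within 1 kb of En1 and the 5 regions of each stage with the highest signal. Across the genome it names the 3 shared regions and the 3 regions of each stage without overlap that have the highest signal. It also names the 5 genes of each stage with the most regions lacking overlap, at matched number, within 100 kb of their start site.

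Further lists were written after a first look at the limb promoters. They comprise markers of 7 cell types (ectoderm, endothelium, blood, muscle precursor, nerve and glia, cartilage and limb mesenchyme), 24 developmental regulators of other organs, of which 23 were located, and 5 sex-linked genes. For the cell-type lists, regions within 20 kb of a start site were compared with 10000 draws of regions of the same class, promoter or not, and of the same percentile of signal. Whole lists were also compared with 10000 random gene lists matched on the number of regions. These permutation tests are two-sided, with Benjamini-Hochberg adjustment over the 7 lists.

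Alternatives covered a stricter threshold of −log10 p of at least 5, matched numbers ranked in other ways, unmerged peaks, autosomes alone, other definitions of overlap, promoter and window, and other random placements. Overlap and shift functions were run on simulated lists of 37413 regions. Regions planted in 1 such list were E10.5 regions moved by less than their width, so the 100% recovered was fixed in advance. An unrelated list, made by shifting the E11.5 list, gave 0.933 times the shifted overlap. Overlap and promoter functions were compared with a direct calculation on 500 E10.5 regions, with 0 disagreements. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6 were used.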

Results

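Accessible chromatin was mapped by ATAC-seq in fore- and hindlimb cells of wild-type mouse embryos. The 4 samples form 2 groups of 2 replicates, at E10.5 and at E11.5. The protocol names the earlier stage E10. The study concerns the regulation of En1, a homeobox gene expressed in the ventral ectoderm of the limb bud, and the comparison of stages asks which regions around En1 and across the genome are accessible at each. The data are 1 peak list per stage, named for both replicates. There is no replicate spread to set a stage difference against, the depth behind each list is unknown, and the differences below describe these lists.

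The E10.5 list held 99427 peaks and the E11.5 list 37548. On chromosomes 1 to 19, X and Y there were 99356 regions at E10.5 and 37413 at E11.5, a ratio of 2.66. They covered 84.5 Mb and 29.3 Mb, a ratio of 2.88. The median width was 624 bp at E10.5 and 598 bp at E11.5. The median of the authors' signal value was 838 at E10.5 and 722 at E11.5, and the median −log10 p was 5.39 and 5.17. With only peaks of −log10 p of at least 5, the alternative that moved the numbers most, 56465 and 20014 regions remained.

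Of the E10.5 regions, 32087 overlapped an E11.5 region by at least 1 bp, which is 32.3% (95% interval 32 to 32.6%). Of the E11.5 regions, 34338 overlapped an E10.5 region, which is 91.8% (91.5 to 92.1%). This left 67269 regions in the E10.5 list only and 3075 in the E11.5 list only. Circular shifts of the E11.5 list gave 2326 ± 81.9 overlapping regions (mean and SD of 1000 shifts), so the observed number was 14.8-fold higher (one-sided permutation p = 0.001, the smallest that 1000 shifts can give). Reducing the E10.5 list to 37413 regions by signal brought the E10.5 share to 68.9% (68.4 to 69.3%) and the E11.5 share to 75.3% (74.9 to 75.8%). The same reduction by −log10 p moved the E10.5 share furthest, to 70.2%. A required reciprocal overlap of 50% moved the E11.5 share furthest, to 53.8%.

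Overlap followed the signal value within each list. In the decile of E10.5 regions with the lowest signal, 3.63% (3.28 to 4.02%) overlapped an E11.5 region, and in the decile with the highest signal 96.7% (96.3 to 97.0%) did. For E11.5 regions the share rose from 83.6% (82.3 to 84.7%) to 99.9% (lower bound 99.7%), and 4 of the 3742 regions in the highest decile lacked an E10.5 overlap. Regions in the E10.5 list only had a median signal of 543, against 3131 for shared E10.5 regions. For the E11.5 list these medians were 373 and 810.

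**Figure D1:**
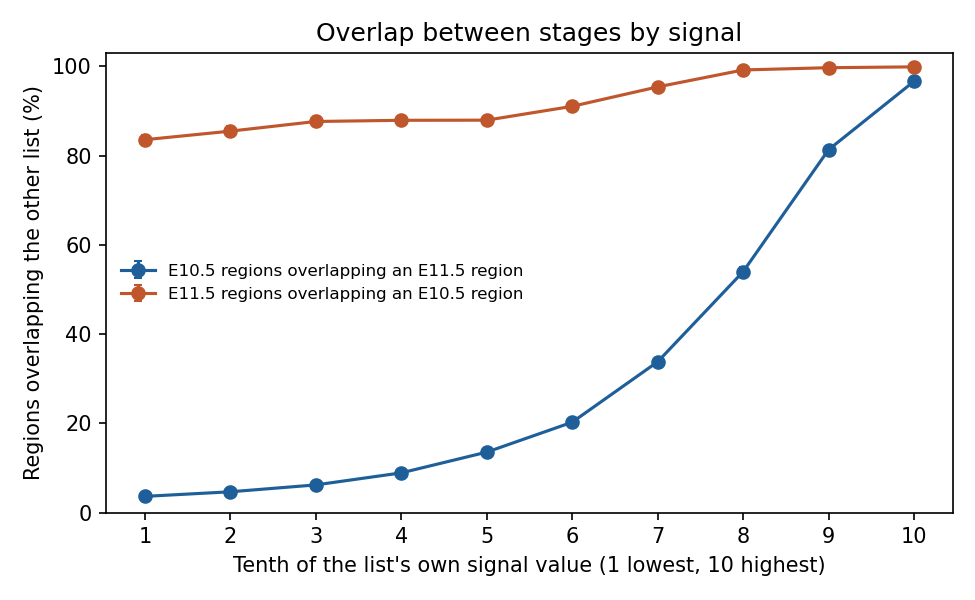
Percent of regions that overlap the other list (vertical axis) in each decile of the list's own signal value (horizontal axis, 1 lowest, 10 highest), with 95% Wilson intervals, most of them smaller than the points. The E10.5 share rises from 3.63% to 96.7% and the E11.5 share from 83.6% to 99.9%.

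Promoter regions made up 13.9% (13.7 to 14.1%) of the E10.5 list and 32.9% (32.5 to 33.4%) of the E11.5 list. Shifted lists gave 2.22% and 2.15%, so promoters were enriched 6.25-fold and 15.3-fold. Among shared E11.5 regions 35.5% (35 to 36.0%) were promoter regions. The share was 2.83% (2.71 to 2.96%) among E10.5-only regions and 4.33% (3.66 to 5.10%) among E11.5-only regions. The gap between the lists narrowed at matched number, where 31.1% of E10.5 regions were promoter regions. The stricter threshold moved the E11.5 share furthest, to 52.7%. Of 20583 protein-coding genes, 13972 (67.9%, 67.2 to 68.5%) had a promoter region at E10.5 and 12656 (61.5%, 60.8 to 62.2%) at E11.5.

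En1 lies on the plus strand of chromosome 1 at 120602487 to 120607991 in mm10. Within 500 kb of its start site (chromosome 1, 120102487 to 121102487) there were 64 regions at E10.5 and 23 at E11.5. Of the E11.5 regions 21 were shared and 2 were not, and 43 E10.5 regions had no E11.5 overlap. E11.5 regions made up 26.4% of all regions in the window. Among 10000 random windows with at least as many regions the median was 25%, with 12.1 to 41.7% as the central 95%, and the En1 window stood at percentile 57.1. At matched number the window held 15 E10.5 and 23 E11.5 regions and stood at percentile 95.5. With −log10 p of at least 5 it held 31 and 6 regions and stood at percentile 16.8. The side of the median on which En1 fell thus changed with the threshold. It did not change with the ranking, since matching by −log10 p gave percentile 82.5. None of the settings run placed it outside the central 95% of windows.

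The En1 promoter had 2 regions at E10.5. The first, at 120602056 to 120602575, spans the start site, had a signal of 621 and had no E11.5 overlap. The second, at 120602788 to 120604126 within the gene, had a signal of 2291. It overlapped the single E11.5 promoter region, at 120602800 to 120604127, which had a signal of 1122 and a −log10 p of 4.37. The strongest E10.5 region of the window, with a signal of 8179, lay at 120119995 to 120121997 over the start of Dbi and 3110009E18Rik, 481 kb from the En1 start site. The next was at 120740706 to 120742260, with a signal of 5523, in the long noncoding RNA gene 2610027F03Rik, 139 kb downstream of the En1 start site. The third, at 120264240 to 120266280 in Steap3, had a signal of 5174. The next 2 lay in 2610027F03Rik at 120760746 to 120762121 and at 120714891 to 120716318, 159 and 113 kb downstream, with signals of 3717 and 3329. All 5 overlapped an E11.5 region.

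At E11.5 the strongest region was again the one at Dbi and 3110009E18Rik (120120139 to 120121944, signal 5272). It was followed by the Steap3 region at 120264648 to 120265727, with a signal of 2963, and by the region in 2610027F03Rik at 120740768 to 120741900, with a signal of 1962. A second Steap3 region at 120258692 to 120259754 had a signal of 1278, and the En1 region above came next. The E11.5 regions at 159 and 113 kb had signals of 696 and 350. The 2 regions in the E11.5 list only, named after their values were seen, lay at 120270974 to 120271214 over the Steap3 start site (signal 520) and at 120276174 to 120276345 between genes (signal 258).

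**Figure D2:**
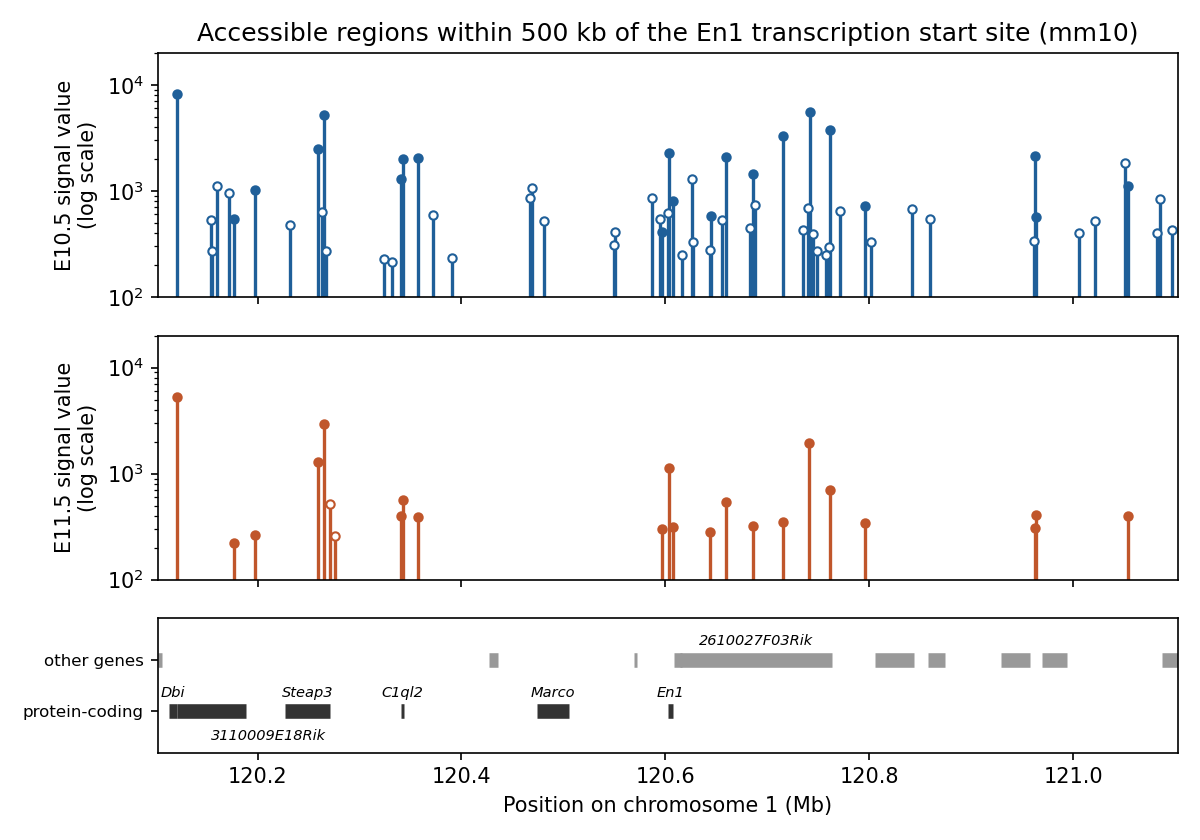
Signal value (vertical axes, log scale) of each region within 500 kb of the En1 start site against its position on chromosome 1 in Mb, for E10.5 (top, 64 regions) and E11.5 (middle, 23 regions), with genes below. Filled points overlap a region of the other list and open points do not (43 at E10.5, 2 at E11.5).

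All 30 genes of the limb list had a promoter region at E10.5, and 24 had one at E11.5. Of the 20 genes typical of other organs, 4 had one at E10.5. None had one at E11.5, and a count of 0 of 20 allows a share of up to 15%. The 6 limb genes with a promoter region at E10.5 only were Wnt7a, Fgf8, Tbx5, Pitx1, Hoxd11 and Tfap2b. Among E10.5 promoter regions of the same signal as these, the share that overlapped an E11.5 region was 97.1% for Wnt7a (chromosome 6, 91410531 to 91412205, signal 3300) and 97.8% for Pitx1 (chromosome 13, 55835399 to 55837978, signal 7629). It was 93.5% for Fgf8 (chromosome 19, 45740943 to 45743891, signal 2637) and 81.2% for Tbx5 (chromosome 5, 119796461 to 119798058, signal 1769). For Tfap2b (chromosome 1, 19208928 to 19209278, signal 422) it was 14.5%. Matched on −log10 p in place of signal, the shares were 97.1% for Wnt7a, 97.1% for Pitx1, 52.2% for Fgf8, 38.4% for Tbx5 and 31.9% for Tfap2b. The Hoxd11 region (chromosome 2, 74678461 to 74686037, signal 23028) did overlap an E11.5 region, one that lay over 1 kb from the Hoxd11 start site. With −log10 p of at least 5, 27 limb promoters had a region at E10.5 and 17 at E11.5. At matched number the gap was smaller, with 28 at E10.5 and 24 at E11.5 when ranked by signal, and 25 and 24 when ranked by −log10 p.

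In E10.5 chromosome regions the 95th percentile of signal per bp was 3.88. The shared regions with the highest E10.5 signal were 3 intervals above it, with 7.44, 36.0 and 24.7 in the order below. They lay on chromosome 9 at 3009065 to 3038330 (signal 217744, between genes), on chromosome 1 at 24611490 to 24616229 (170648, over the pseudogenes Gm10222 and Gm10925) and on chromosome 17 at 39842947 to 39848883 (146712, over the pseudogene Rn18s-rs5 and the long noncoding RNA gene AY036118). The E10.5-only regions with the highest signal were at 120223311 to 120230740 on chromosome 11 in the long noncoding RNA gene 2900052L18Rik (23523), at 84571925 to 84582446 on chromosome 6 overlapping Cyp26b1 (20044) and at 106980352 to 106990216 on chromosome 4 in Ssbp3 (19831). The 3 strongest E11.5-only regions lay side by side between genes on chromosome 10, at 3111199 to 3115669 (30105), 3115904 to 3117207 (10526) and 3109381 to 3110474 (7739). Their signal per bp was 6.73, 8.07 and 7.07, above the 95th percentile of E11.5 chromosome regions (3.68). A pile-up of reads from multicopy sequence was not tested for these regions or for the shared intervals. Neither set is therefore shown to be accessible chromatin, nor the E11.5-only set to be a stage difference.

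At matched number, the genes with the most E10.5-only regions within 100 kb of the start site were Actrt2 and Cwc22 with 29 each, Prdm16 with 24, Arhgef16 with 21 and Cyb5rl with 18. The start sites of Actrt2 and Prdm16 on chromosome 4 are less than 100 kb apart, so these genes count some of the same regions. The genes with the most E11.5-only regions were Gm15319 on chromosome 8 with 81, and Speer4d, Gm10354, Gm17019 and Speer4e on chromosome 5 with 78, 60, 52 and 49. None of the 4 genes on chromosome 5 had an E10.5 region within 100 kb at matched number. Gm10354, Gm17019 and Speer4e lie close together and count some of the same regions.

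Across the 19 autosomes there were between 33.3 and 40.8 E11.5 regions per 100 E10.5 regions. On the X chromosome there were 62.2, from 970 and 1559 regions, and on the Y chromosome 102, from 59 and 58 regions.

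**Figure D3:**
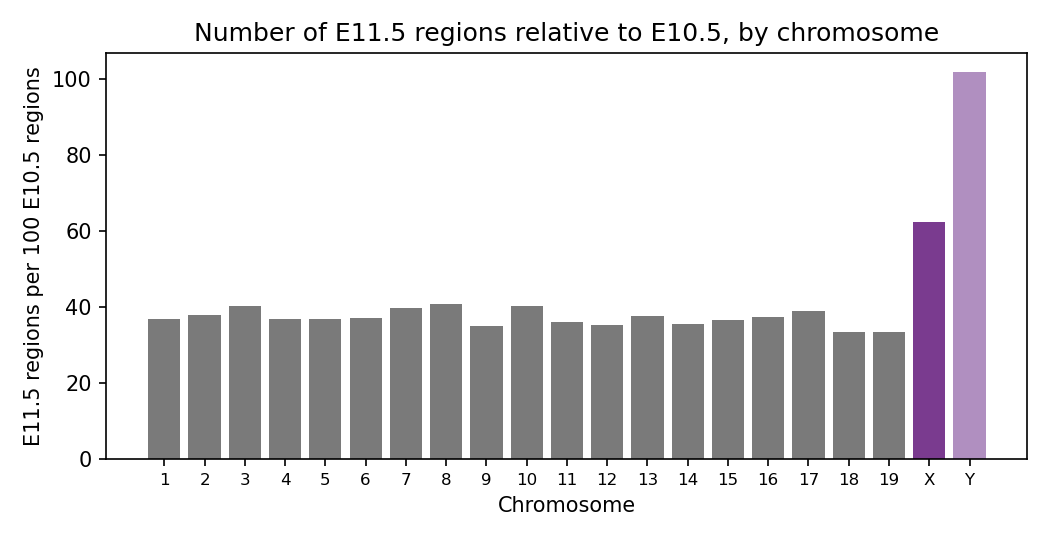
Number of E11.5 regions per 100 E10.5 regions (vertical axis) on each chromosome (horizontal axis). The 19 autosomes (grey) lie between 33.3 and 40.8, the X chromosome (dark purple) at 62.2 and the Y chromosome (light purple) at 102.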

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

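The test on regions outside the assembled chromosomes was written after the number of peaks per chromosome had been seen, and before the signal per bp had been computed. Peaks on sequences outside chromosomes 1 to 19, X, Y and the mitochondrial genome entered no comparison, and both lists held some. There were 70 at E10.5, which is 0.0704% of peaks (95% interval 0.0557 to 0.0889%), and 134 at E11.5, which is 0.357% (0.301 to 0.422%). They are listed here because no comparison used them and, with no control samples, they exceed the limit that a count of 0 allows (0.00302% and 0.00799%). Any count above 3 does so, and this says nothing more about these peaks. Multicopy sequence that the assembly holds in too few copies would pile up reads and raise the signal per bp above that of almost all chromosome regions. Their median signal per bp was 1.79 at E10.5 and 1.95 at E11.5, against 1.48 and 1.47 for chromosome regions. The lower of the ratios of these medians to the 95th percentile of chromosome regions was 0.46, but a median could hardly pass a percentile of single regions, so this excludes nothing. Of these peaks, 14.3% at E10.5 and 13.4% at E11.5 were above that percentile, which 5% of chromosome regions exceed by definition. Multicopy sequence stays open for them. The larger share at E11.5 has no replicate check, and a difference between stages or between libraries was not tested.

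Each list held 1 peak on the mitochondrial genome, which no comparison used. In each it ran from position 1 to 16299, a width of 16299 bp at E10.5 and of 16299 bp at E11.5. Its signal per bp was 37.6 at E10.5 and 40.6 at E11.5, ranked 1 and 2 among all peaks of the list. No explanation, technical or biological, was tested for it, and the share of mitochondrial reads per sample was not analysed here.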

How the results depend on the processing

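No paired analysis was possible because each list joins both replicates of its stage, and for the same reason no replicate could be left out. Depth is unknown and limits every comparison of numbers of regions. Over 16 alternative settings and 18 results, 41 values kept to their criterion and 58 moved. The criterion was the 95% interval of the main value for a share, 1.5 times for a count, and direction and side of 0.05 for the shift test. The enrichment of overlap over shifts was 14.8-fold as reported and ran from 14.5-fold on the autosomes to 45.3-fold with reciprocal overlap. Its permutation p lay at the smallest possible in each of the 6 alternatives run, so it cannot show a change. The −log10 q settings were not run, since no q-value is given, and the −log10 p settings, the ranking by signal per bp and the header interval were chosen after seeing the data. The motif count and its alternatives were not run for lack of an mm10 sequence. Merging changed nothing, since no peaks touch.

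With −log10 p of at least 5 there were 56465 regions at E10.5 and 20014 at E11.5, by construction fewer. The shared E11.5 percentage was 94.2. The promoter percentage was 21.8 at E10.5, 52.7 at E11.5, 55.5 in shared, 4.86 in E10.5-only and 7.98 in E11.5-only regions. The En1 window held 31 and 6 regions, 5 of them shared, at percentile 16.8, and 2 genes of other organs had an E10.5 promoter region.

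At matched number by signal, 68.9% of E10.5 and 75.3% of E11.5 regions were shared. The promoter percentage was 31.1 at E10.5, 41.1 in shared, 3.63 in E10.5-only and 8.01 in E11.5-only regions. The En1 window held 15 E10.5 regions, with 13 E11.5 regions shared, at percentile 95.5. At matched number by −log10 p, 70.2% and 76.4% were shared, and the promoter percentages were 30.0, 39.5, 2.53 and 11.6 in the same order. The En1 window held 20 E10.5 regions, at percentile 82.5. Under each ranking, 2 genes of other organs had an E10.5 promoter region. Ranked by signal per bp, 67.5% and 73.3% were shared. The promoter percentage of E10.5-only regions thus rose under one ranking and fell under the other, and the cause was not tested.

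Stricter overlap lowered sharing by construction. It was 28.7% of E10.5 and 76.2% of E11.5 regions with 200 bp around each summit, 26.6% and 70.6% with summits within 100 bp, and 20.3% and 53.8% with 50% reciprocal overlap. The last put the promoter percentage at 49.1 in shared, 4.83 in E10.5-only and 14.1 in E11.5-only regions. On the autosomes alone 32% of E10.5 regions were shared.

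With promoters within 500 bp the percentages were 12.7 at E10.5, 30.6 at E11.5, 33.1 in shared, 1.91 in E10.5-only and 2.76 in E11.5-only regions, and 2 genes of other organs had an E10.5 region. With start sites of any gene they were 15.1 at E10.5 and 34.7 at E11.5. The promoter percentage at E11.5 exceeded that at E10.5 wherever both were computed, which was with the stricter threshold, at matched number by signal and by −log10 p, with unmerged peaks and under these promoter definitions.

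Between the neighbouring protein-coding genes, the En1 interval held 14 E11.5 regions, at percentile 38.3. Within 100 kb there were 18 E10.5 and 6 E11.5 regions, 6 of them shared. Against windows centred on start sites the percentile was 35.3. The percentile of the En1 window therefore has no stable side of the median, and the cause was not tested.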

Other observations

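Tests on the sex-linked genes, the gathering of E11.5-only regions, Cwc22, the limb promoters, the ectoderm and blood lists and the comparison with whole gene lists were chosen or revised only after the results they bear on had been seen. The tests on the X share were written after the peak numbers per chromosome had been seen. The test on the limb neighbourhoods was written before its values, its repeats by locus and by −log10 p after them, and the regulators of other organs were listed after the limb value and before their own.

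The shorter E11.5 list may reflect lower sensitivity of that list, such as fewer reads or a stricter call. The share of E10.5 regions found at E11.5 rose by 93.0 percentage points from the lowest to the highest decile of E10.5 signal, which lower sensitivity needs and which a loss unrelated to signal would not give. A stage difference confined to weak regions stays open, as untested. In the En1 window, the E11.5 share stood at percentile 57.1 of random windows, so the list-wide difference in number may account for the difference there.

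Regions in the E11.5 list only were of low signal for the most part, since 0.107% of the E11.5 decile with the highest signal lacked an E10.5 overlap. Borderline calls alone do not account for all of them. Their 10 fullest intervals of 1 Mb held 18.4% of them, while 1000 draws of as many E11.5 regions gave a mean of 3.39% and at most 4.10%, which argues against a random spread. The fullest, from 20 to 21 Mb on chromosome 8, held 259 E11.5 regions, of which 224 (86.5%) had no E10.5 overlap, and 57 E10.5 regions. The next, from 15 to 16 Mb on chromosome 5, held 87 among 125. A candidate explanation is multicopy sequence, or a copy number difference between the embryos of the 2 stages. Neither can be told apart from a stage difference here, since no mm10 sequence and no genotype was used. The opposite case is Cwc22 on chromosome 2, chosen after its values were seen. Within 500 kb of it there were 94 E10.5 and 10 E11.5 regions, at percentile 0.785 of random windows. This rank decides nothing, because Cwc22 was picked for its number of E10.5-only regions. The list-wide difference in number and copy number both stay open there.

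The 6 limb promoters with a region at E10.5 only were set against E10.5 promoter regions of the same signal, of which a mean of 80.7% overlapped an E11.5 region. By signal, 27.8 of the 30 limb promoter regions would overlap an E11.5 region and 25 did, Hoxd11 included. Only 80 of 10000 draws gave as few. Matched on −log10 p, 26.5 would overlap, and 2214 of 10000 draws gave as few. For the promoters as a set, low strength therefore cannot be told apart from a loss at E11.5, because the verdict turns on which of the authors' values measures strength. It does not turn on this for Wnt7a and Pitx1, with expected shares of 97.1% and 97.8% by signal and of 97.1% and 97.1% by −log10 p. They were singled out after their values were seen, and were not tested on their own.

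At matched number, E10.5-only regions gathered around the limb genes. Within 100 kb of the 30 start sites there were 178, against a median of 60 in 10000 random gene lists matched on the number of regions. The limb list stood at percentile 100, with 0 draws as large, and 26 of its 30 genes had at least 1. With 1 gene per locus the number was 126 against 48, and ranked by −log10 p it was 137 against 52, again with 0 draws as large. Developmental regulators in general would show the same, and 23 regulators of other organs had 35 such regions, at percentile 88.1, which argues against that, though the difference between the lists was not itself tested. The E11.5-only regions went the other way, with 28 around the limb genes at percentile 1.8, or 13.95 with 1 gene per locus, and with 40 around the other regulators at percentile 98.2. A hypothesis is that part of the limb-specific accessible chromatin is lost, or diluted by other cells, between the stages. The random gene lists above were matched on the number of regions. Draws of the same class and signal showed no clear loss for the limb mesenchyme list, with 13 of its 15 genes on the limb list. Within 20 kb 39.8% of its E10.5 regions were kept, against 43.5% in these draws (adjusted permutation p = 0.355). Against whole gene lists it stood at percentile 76.6. A lower signal-to-noise ratio of the E11.5 libraries would also cost distal regions, and was not tested.

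Of the 7 cell-type lists, blood stood apart in the share of E10.5 regions kept at E11.5. Of the 11 located blood genes, Gata1, Alas2 and Csf1r had no E10.5 region within 20 kb, and of the 34 regions near the other 8 genes 73.5% were kept, against 47.8% in draws of the same class and signal (adjusted permutation p = 0.0014). Without 1 gene at a time the share ran from 66.7 to 88.5%, with a raw permutation p of at most 0.0122. Against whole gene lists the excess was 8.75 regions, at percentile 99.95 (adjusted permutation p = 0.0084). A larger share of blood cells at E11.5 may account for this. It needs an excess of blood regions new at E11.5 as well. There, 11 of 35 regions (31.4%) lacked an E10.5 overlap, against 2.51 in matched draws (adjusted permutation p = 0.0014) and between 8 and 11 without 1 gene at a time. Against whole gene lists this stood at percentile 80.8 (adjusted permutation p = 0.538), since the central 95% of random lists reached an excess of 19.6 regions, so the hypothesis stays open. Dosage of the X chromosome is argued against as the whole cause. Off the X chromosome 8 of 32 regions (25%) lacked an overlap, against 2.13 in draws. The most crowded blood gene at E11.5 was Hba-a1, with 8 regions, and without it 10 of 27 lacked an overlap. Blood cells are present in limb tissue, and the labels do not say whether they were removed.

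The ectoderm list, which includes Wnt7a, Fgf8 and Tfap2b from the limb promoters above, had a kept share of 35.2% against 43.2% in draws (raw permutation p = 0.040, adjusted 0.140). A lower share of ectoderm cells at E11.5 cannot be told apart from chance here, since the shift fails the correction. The kept share was 25.9% against 34.6% for endothelium, 28% against 35.1% for muscle precursors, 32.1% against 30.5% for nerve and glia, 27.8% against 36.2% for cartilage and 39.8% against 43.5% for limb mesenchyme, with adjusted permutation p-values from 0.204 to 0.994. Against whole gene lists, adjusted permutation p-values for lists other than blood ran from 0.279 to 0.801. Among E11.5 regions without overlap, the whole-list test gave fewer than random lists for ectoderm, with 0 of 36, which allows up to 8.33% (adjusted permutation p = 0.0182), and for limb mesenchyme, with 1 of 68 (adjusted 0.0441). Against draws of the same signal the adjusted values of these lists were 0.248 and 0.160. Muscle precursors had 0 of 16, nerve and glia 0 of 9 and cartilage 0 of 14, which allow shares of up to 18.8%, 33.3% and 21.4%, and endothelium had 1 of 17. The lists share genes with the limb list, 3 for ectoderm, 1 for cartilage and 13 for limb mesenchyme.

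The X chromosome held 1.57% of E10.5 and 2.59% (95% interval 2.44 to 2.76%) of E11.5 regions. A shorter list is argued against as the cause, since the E10.5 list at matched number had 1.69% on X. Among promoter regions the X share was 3.63% at E11.5 and 2.94% (2.65 to 3.27%) at E10.5 at matched number. The gap was wider among regions outside promoters, at 2.08% (1.91 to 2.26%) against 1.13% (1.01 to 1.26%). A larger share of female embryos at E11.5 is a candidate explanation, and 4 of 5 sex-linked genes went in the direction it predicts. Xist had a promoter region at E11.5 only (X chromosome, 103481325 to 103482413). Uty and Eif2s3y had one at E10.5 only, Ddx3y ranked higher at E10.5, and Kdm5d had none. Lower sensitivity at E11.5 would also remove Y promoters, and the overlap share of E10.5 promoter regions with the signal of Uty was 73.9%, of Ddx3y 63% and of Eif2s3y 40.9%. The Y share goes the other way, at 0.158% at E11.5 against 0.0615% (0.0410 to 0.0922%) at E10.5 at matched number. Of the 59 Y regions at E11.5, 45 lay past 90 Mb, and 14 lay before it, against 4 in the matched E10.5 list and 19 in the full E10.5 list, which has 2.66 times as many regions as the E11.5 list. Whether reads from X or from repeats fall there was not tested. Sex composition therefore cannot be told apart from other causes, and the labels do not give the sex of the embryos.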
